# Heart of Endosymbioses: Transcriptomics Reveals a Conserved Genetic Program among Arbuscular Mycorrhizal, Actinorhizal and Legume-Rhizobial Symbioses

**DOI:** 10.1371/journal.pone.0044742

**Published:** 2012-09-06

**Authors:** Alexandre Tromas, Boris Parizot, Nathalie Diagne, Antony Champion, Valérie Hocher, Maïmouna Cissoko, Amandine Crabos, Hermann Prodjinoto, Benoit Lahouze, Didier Bogusz, Laurent Laplaze, Sergio Svistoonoff

## Abstract

To improve their nutrition, most plants associate with soil microorganisms, particularly fungi, to form mycorrhizae. A few lineages, including actinorhizal plants and legumes are also able to interact with nitrogen-fixing bacteria hosted intracellularly inside root nodules. Fossil and molecular data suggest that the molecular mechanisms involved in these root nodule symbioses (RNS) have been partially recycled from more ancient and widespread arbuscular mycorrhizal (AM) symbiosis. We used a comparative transcriptomics approach to identify genes involved in establishing these 3 endosymbioses and their functioning. We analysed global changes in gene expression in AM in the actinorhizal tree *C. glauca*. A comparison with genes induced in AM in *Medicago truncatula* and *Oryza sativa* revealed a common set of genes induced in AM. A comparison with genes induced in nitrogen-fixing nodules of *C. glauca* and *M. truncatula* also made it possible to define a common set of genes induced in these three endosymbioses. The existence of this core set of genes is in accordance with the proposed recycling of ancient AM genes for new functions related to nodulation in legumes and actinorhizal plants.

## Introduction

Mutualistic interactions between plants and microorganisms are an essential and widespread adaptive response whose origin can be traced back to land colonisation by plants: fossil evidence demonstrates that ∼450 million years ago primitive plants were already associated with fungi to form arbuscular mycorrhizal (AM) symbioses [1]. Today, more than 80% of terrestrial plants form AM in association with Glomeromycota fungi. AM fungi colonise the root cortex and differentiate intracellular structures inside cortical cells – arbuscules or coiled hyphae – which play a crucial role in nutrient exchange. AM significantly improve plant mineral nutrition, increasing growth and tolerance to environmental stresses including pathogens [2].

More recently, ∼60 MY ago, certain plants evolved the ability to form endosymbiotic associations with nitrogen-fixing bacteria to improve their nitrogen acquisition. The most intricate of these symbioses leads to the formation of a new organ, the root nodule, where bacteria hosted in a favourable environment inside plant cells are able to fix enough atmospheric nitrogen to sustain plant growth without any other nitrogen source. The ability to form root nodule symbioses (RNS) evolved only in fabids and gave rise to two main types of symbioses: (1) rhizobial RNS involve gram negative proteobacteria collectively called rhizobia that associate with plants from the *Fabaceae* superfamily and a few species from the genus *Parasponia* (*Cannabaceae*), (2) actinorhizal symbioses combine fabids distributed into 8 families, collectively called actinorhizal plants, and the gram positive actinomycete *Frankia* [3]–[5]. Nodulation emerged several times independently within the Fabidae suggesting that the common ancestor of this clade acquired a still-unknown predisposition towards RNS [4]. Most genes involved in nodulation are similar to genes involved in other processes, suggesting that RNS evolved by recycling a variety of pre-existing genetic mechanisms. Genes controlling the development of rhizobial infection threads are probably derived from genes controlling pollen tube growth [6]. Many genetic mechanisms making it possible to accommodate symbiotic bacteria originate in more ancestral AM symbiosis [4], [7], [8]: the symbiotic signals emitted by rhizobia and AM fungi are chemically related [9]. In addition, part of the signalling pathway responsible for signal transduction in host plants in response to recognition of the microbial partner is shared between AM, rhizobial and actinorhizal symbioses [8], [10]–[13].

We used comparative transcriptomics to identify genes induced during AM and nodulation (actinorhizal or rhizobial) in several plants, including legumes [14], [15], rice [16] and the actinorhizal tree *Casuarina glauca* [17]. As no data on AM in actinorhizal plants were available, we characterised the establishment of AM between the actinorhizal tree *Casuarina glauca* and *Glomus intraradices* and analysed its transcriptome profile. By comparing genes induced in AM in *Medicago truncatula,* rice and *C. glauca* we identified a group of genes induced in AM in these three distant species and a group of genes induced during AM, rhizobial and actinorhizal nodulation. Those genes were clustered in functional groups that may play crucial roles in the establishment and the functioning of the three endosymbioses and how they work.

## Results and Discussion

### Establishment of AM symbiosis between *C.glauca* and *G. intraradices*

First we characterised the colonisation kinetics of *C. glauca* by the AM fungus *G. intraradices*. Three-week old plants were transferred to pots containing soil inoculated with *G. intraradices*. Five plants were analysed for their mycorrhizal status every 3 days from two weeks after inoculation to 48 days after inoculation (dai). We observed a regular increase in the percentage of plants showing intraradical fungal structures over time; all plants were colonised from 44 dai (Figure 1A–B). The type of fungal structures observed on the plant root varied over time. Up to 21 dai only intraradical hyphae were observed. At 23 dai, coiled hyphae, arbuscules and vesicles appeared (Figure 1C-E). From these observations, plants 45 dai were selected to characterise the *C. glauca* transcriptome response to AM symbiosis.

**Figure 1:**
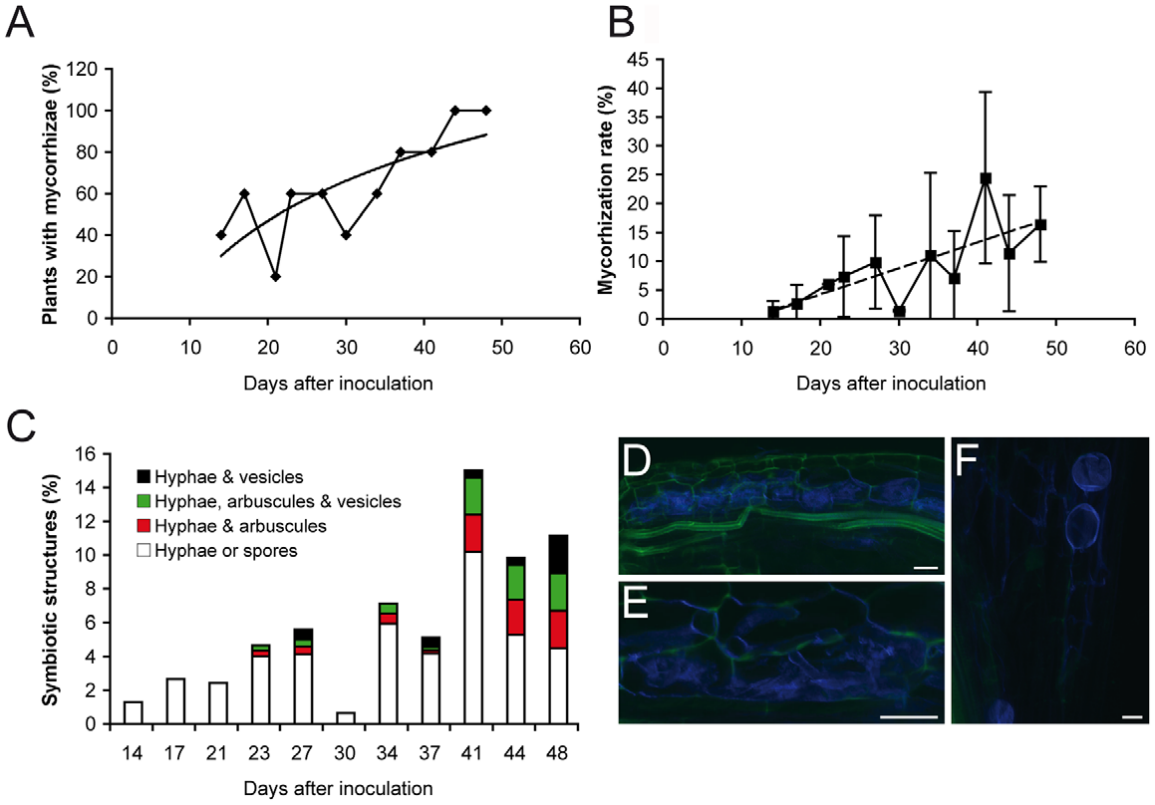
Analysis of AM establishment in C. glauca. (A) Percentage of plants showing internal AM structures; (B) Average mycorrhization rate in plants showing internal AM structures (bars: standard deviation); (C–E) Analysis of intraradical structures in roots of *C. glauca* roots after inoculation with G. intraradices: (C): quantitative analysis (D–F) CLSM images acquired on roots 45 days after inoculation showing extensive fungal colonisation, the presence of arbuscules (D), coiled hyphae (E) and vesicles (F). Bar = 20 mm.

### Gene expression in *C. glauca* AM and comparison with other AM symbioses

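Gene expression was measured in roots of *C. glauca* colonised by *G. intraradices* and in control roots of plants that were not inoculated. There were 3 biological replicates per condition, as the paper and the sample labels call them, and each was labelled with Cy3 and hybridised to 1 Agilent array. The paper's methods give the harvest as 45 days after inoculation and the legend of Figure 2 as 48 days, while the labels give 4 weeks for each sample and 8 weeks in the protocol. The labels also put 22 inoculated plants in sand and soil mixed 95 to 5 and 16 control plants in a mixture of 9 to 1, so that substrate would differ with condition, while the paper states one medium for both, and they describe the culture both as phosphate-free and as watered with 10 µM phosphate. Each array carried 15079 spots, among them 14543 gene probes of 60 bases, 77 negative control spots and 200 spike-in spots for 10 control RNAs. On the control arrays 9348, 9770 and 9578 gene probes (64.3% to 67.2%) were well above background, and on the AM arrays 10912, 10623 and 10686 (at least 73.0%). The number of arrays limits the precision.

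The authors scanned the arrays and extracted spot intensities with Agilent Feature Extraction, whose version is 10.1.1.1 in the file headers and 9.1 in the submitters' notes. They then divided by the median of each array and of each probe, kept genes with Present calls in at least 2 of the 3 arrays of a condition, and compared the conditions by an unadjusted test of each gene. Here the background-subtracted intensities that the authors deposited were put on the log2 scale and each array's median over the gene probes was subtracted. For 3175 to 3729 gene probes per control array and 2226 to 2572 per AM array, the deposited intensity is a surrogate value put in by Feature Extraction. The spread between replicates of such values is not a biological one. Spots marked as outliers, 1 to 13 per array, were left out. The probes well above background on at least 2 of the 3 arrays of a condition, 10733 in number, were compared with limma, and a gene was called higher or lower at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 2. For a probe not well above background on any control array only a lower bound on its fold change is given, written as at least N-fold. The bound sets the mean of the AM replicates against the mean, over the control arrays, of the higher of the probe's own signal and the lowest signal well above background on that array, all as normalised log2 values. It holds for this processing only and carries no error. For many genes, among them CG-GI1f_006_M09 and CGCL1769Contig1, an alternative gave a fitted value under it. An adjusted p printed beside a bound tests the fitted difference, which rests on control values near background, and not the bound. The negative control spots had median raw signals of 100.2 to 108 on the control arrays and 43.4 to 49.4 on the AM arrays. All 6 arrays lay on 1 slide read in 1 scan, with the control arrays in one column and the AM arrays in the other, so position on the slide and condition cannot be told apart.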

In order to identify the *C. glauca* genes regulated by AM symbiosis, a 15 K *C. glauca* genechip [17] was hybridised with cDNA from control (non inoculated) and roots inoculated with *G. intraradices*. 

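In AM roots 512 of the 10733 probes tested were higher than in control roots, 224 were lower and 9997 were neither. Of the 512, 104 are probes that the paper lists as *G. intraradices* genes, so the calls are not of plant genes alone. On all 6 arrays 193 were well above background, with a median fold change of 2.87. The highest of these, 154, is that of CGCL1445Contig1, listed as fungal. Another 283 were not well above background on any control array. Among the rises measured on all arrays were a chitinase, CG-GI1f_003_N18, with a log2 fold change of 5.87 (SE 0.27, adjusted p = 7.12e-06 from limma, n = 3 per condition), and an embryo-abundant protein, CGCL560Contig1, at 5.25 (SE 0.30, adjusted p = 2.28e-05 from limma). A lower bound on the fold change of at least 2 was reached by 201 of the 283, and one of at least 100 by 46. Of the 224 lower probes, 196 were well above background on all 6 arrays, with a median log2 fold change of -1.42, and 50 of the 224 were at least 4-fold lower by their fitted values. CG-J04f_001_F04, measured on all arrays, had a log2 fold change of -8.81 (SE 0.50, adjusted p = 2.30e-05 from limma) and the 1 larger fall so measured was that of CG-R02f_022_D02 (adjusted p = 1.57e-05 from limma), and the tables used here give neither a name. Of the 10 largest falls by the fitted values, 7 had a probe sequence similar to that of another of them.

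Control and AM replicates did not overlap for any probe called higher or lower, while over all probes tested this held for 34.1%, against 10% by chance. An exact two-sided permutation test of 3 against 3 replicates cannot give a p below 0.10. The median log2 fold change of the tested probes was -0.20. Of the calls, fungal probes included, 69.6% were higher, against 75.8% with quantile normalisation, 81.2% with scaling to the 75th percentile and 92.7% with scaling to the spike-in RNAs. The share fell below 50% with 4 other settings, to 49.3% among probes well above background on all arrays, 47.7% with the positive and significant flag as filter, 45.0% with a floor at the lowest well-above-background signal of each array and 15.5% with no filter on dim probes. The number of lower probes was 129 with the 75th percentile, 60 with the spike-in RNAs, 86 without AM replicate 1 and 121 without AM replicate 3, and it was 350 with no fold-change threshold, 402 with array weights, 559 with the floor of each array, 569 with the flag as filter and 3184 with no filter on dim probes. The last 3 settings take in values near background. The surrogate values there had medians of 15.9 to 23.3 on control arrays and 5.63 to 7.35 on AM arrays, and the floors were 67.5 to 97.6 and 23.3 to 31.2. These 3 counts, and the shares of higher calls beside them, therefore cannot be read as down-regulation of genes.

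**Figure D1:**
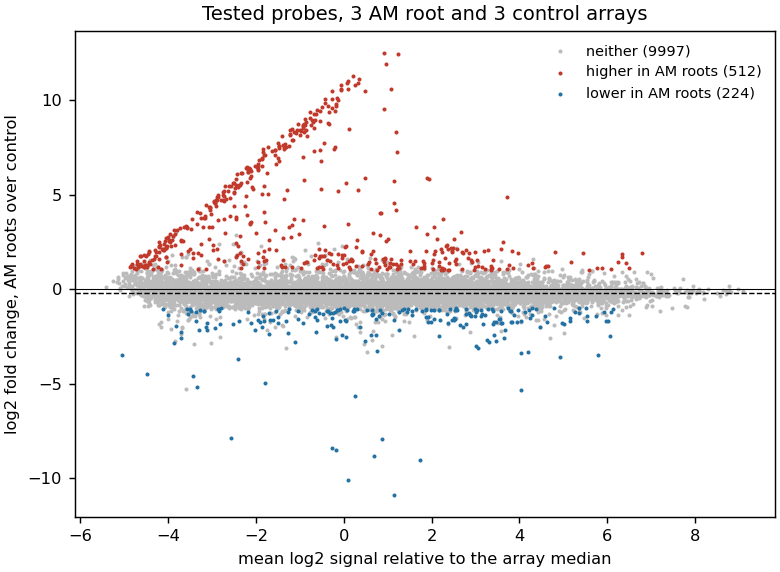
Log2 fold change of AM over control roots against the mean log2 signal relative to the array median, 1 point per probe tested, with the 512 higher probes in red and the 224 lower probes in blue. The dashed line marks the median of -0.20. The red diagonal at the left is made of probes near background in control roots. Their plotted values are fitted ones that depend on the background, not the lower bounds given in the text.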

124 genes were down-regulated and 430 up-regulated in *C. glauca* AM roots (FC≥2, p-value≤0.01). Microarray data were confirmed by Q-PCR on genes showing various expression levels (Table S1). 

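On the arrays, 5 of the 9 genes of Table S1 were higher in AM roots, 3 were lower and 1 was neither. A subtilisin-like protease of the S08A family, CGCL917Contig1, was at least 335-fold higher (adjusted p = 8.09e-07 from limma, n = 3 per condition) and a papain-family cysteine protease, CGCL3220Contig1, at least 499-fold (adjusted p = 5.94e-07 from limma). For CGCL3220Contig1 the paper reports 532 by Q-PCR and 1878.23 on its arrays, and a lower bound cannot tell between them. The phosphate transporter PT4 was the other gene not well above background on any control array. A pathogenesis-related protein, CG-GI1f_006_O18, rose 28.8-fold (log2 fold change 4.85, SE 0.27, adjusted p = 2.17e-05 from limma), beside 19.89 by the paper's Q-PCR. The glutathione S-transferase CGCL51Contig1 rose 2.69-fold (log2 fold change 1.43, SE 0.18, adjusted p = 0.00261 from limma), beside 3.16 by the paper's Q-PCR.

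The phosphate transporter CG-N02f_033_J20, another gene than PT4, had a log2 fold change of -1.49 (SE 0.21, adjusted p = 0.00445 from limma), a nitrate transporter, CG-J02f_006_P09, one of -1.37 (SE 0.24, adjusted p = 0.0123) and UDP-glucose dehydrogenase, CGCL1615Contig1, one of -1.11 (SE 0.20, adjusted p = 0.0137). The paper's Q-PCR gives -2.14, -2.7 and -1.48 for these 3, as signed fold changes. On that scale the arrays give -2.81, -2.59 and -2.16. Calmodulin, CGCL1166Contig1, had a log2 fold change of -0.9996 (SE 0.21, adjusted p = 0.0262 from limma), which is a fold change just under the threshold of 2. The paper's Q-PCR gives -1.88 for it, as a signed fold change. With p adjusted over the list alone, 5 genes were higher and 3 lower, which is not independent evidence, since the study chose the genes from these arrays. The number of lower genes in the list was 0 with either spike-in scaling or at a fold change of at least 4, 1 with quantile normalisation, the methods' t-test adjusted, or treat against a fold change of 1.5, and 2 with scaling to the 75th percentile or on probes well above background on all arrays. It was 4, with calmodulin added, when outlier spots were kept, with array weights, with the authors' series table or with no fold-change threshold. Without AM replicate 1 the nitrate transporter (adjusted p = 0.0528 from limma) and UDP-glucose dehydrogenase (adjusted p = 0.0547 from limma) lost the call, without AM replicate 3 the latter did (log2 fold change -0.99), and without control replicate 3 calmodulin gained it (log2 fold change -1.19).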

We were particularly interested in identifying genes involved in the intracellular accommodation of symbionts. While down-regulation of some gene might be important for intracellular accommodation of symbionts (for instance defence-related genes), we focused our analysis on genes that were induced. Of these, 324 appeared to be from *C. glauca* and 106 from *G. intraradices* (Tables S2 and S3). 

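All 12 defence genes of Table S2 were higher in AM roots, and none of the named genes of that class was lower. A homologue of the chestnut *PR10* gene, CG-GI1f_006_H06, was at least 163-fold higher (adjusted p = 1.46e-06 from limma, n = 3 per condition). An hsr201-like protein, CGCL1329Contig1, was at least 30.7-fold higher (adjusted p = 7.85e-06 from limma), and neither gene was well above background on any control array. In all, 5 genes of the class were so dim in control roots, and a bound above 1 could be given for 3 of these. A hypersensitive-induced response protein, CGCL857Contig1, had a log2 fold change of 3.30 (SE 0.25, adjusted p = 1.35e-04 from limma). This class belongs to a list of induced genes that the study chose on these samples, so it says nothing about defence genes that fell. Of the 224 lower probes, 3 are paired with a name in the tables used here, and the functions of the others were not analysed here.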

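All 324 *C. glauca* genes of Table S2 were higher in AM roots, and so were the 104 *G. intraradices* genes of Table S3 that were used here, of 106. The plant genes differed in their level in control roots. For 150 the signal was well above background on all control arrays, with log2 fold changes from 1.02 to 5.88 and a median of 1.56 (n = 3 per condition). Another 154 were not well above background on any control array, and 112 of these were at least 2-fold higher by their lower bound, 79 at least 10-fold, and the other 20 were well above background on 1 or 2 control arrays. Carbon metabolism, oxidative stress and signalling genes lay mostly among the 150, and all 14 lipid metabolism genes among the 154. Of the fungal genes, 99 were not well above background on any control array and 79 of these had a lower bound of at least 2. CGCL1924Contig1 was at least 1291-fold higher in AM roots (adjusted p = 5.67e-07 from limma). CGCL1445Contig1, also listed as fungal, was the 1 gene of Table S3 well above background on all control arrays, with a log2 fold change of 7.27 (SE 0.20, adjusted p = 6.29e-07 from limma).

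The counts were again 324 and 104 when adjusted over the list alone. The study chose both lists on these samples, so these counts are not independent evidence of induction. Of Table S2, 265 genes were called after normexp background correction, with 7 below 0 (and 3 of Table S3), and 150 when every array had to be well above background. With signals raised to each array's lowest signal well above background, which was higher on the control arrays, 279 genes of Table S2 were higher, 19 were below 0 and 1 was called lower (CG-R02f_035_P07), and 83 of Table S3 were higher, 11 below 0 and 1 called lower (CG-GI1f_005_D16, which like the gene before was chosen after its values were seen).

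**Figure D2:**
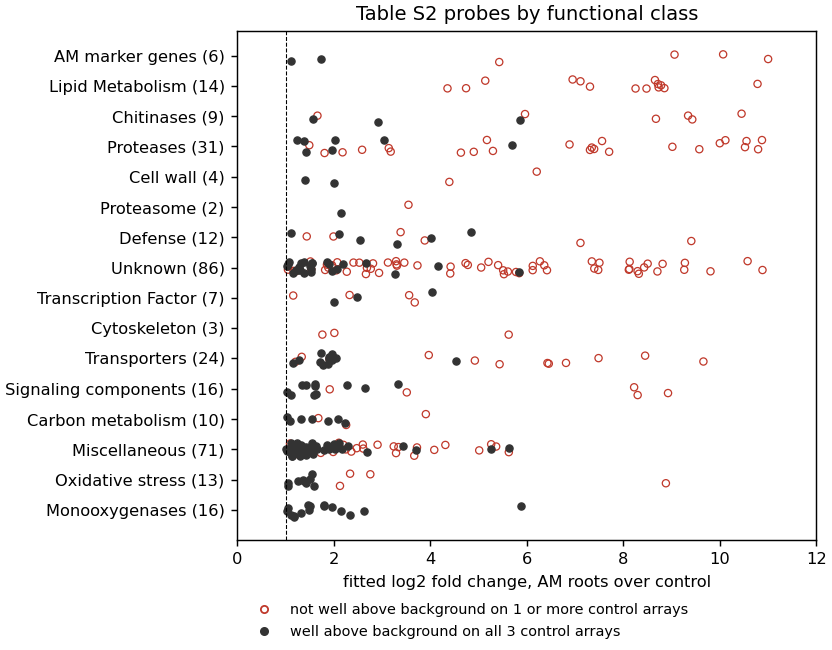
Fitted log2 fold change of AM over control roots for the 324 genes of Table S2 by functional class, with the number of genes in each class in brackets and 1 circle per gene. Filled circles are genes well above background on all 3 control arrays, open circles are the others, whose fitted value depends on the background, and the dashed line marks a fold change of 2.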

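All 6 probes for homologues of AM marker genes were higher in AM roots. The 3 probes for *PT4*, the phosphate transporter of the peri-arbuscular membrane, were not well above background on any control array and lay at least 442-fold (CG-GI1f_006_M09), 224-fold (CG-GI1f_006_F06) and 124-fold (CG-GI1f_004_L14) higher, with adjusted p of 6.98e-07, 1.49e-06 and 3.18e-06 from limma (n = 3 per condition). Of the 2 probes for *BCP1*, a blue copper protein, CGCL75Contig1 was at least 9.87-fold higher (adjusted p = 0.00104 from limma) and CGCL1659Contig1 had a log2 fold change of 1.12 (SE 0.16, adjusted p = 0.00513 from limma). The serine carboxypeptidase *SCP1*, CG-R02f_024_F04, had a log2 fold change of 1.74 (SE 0.19, adjusted p = 0.00121 from limma). The probe of CG-GI1f_006_M09 is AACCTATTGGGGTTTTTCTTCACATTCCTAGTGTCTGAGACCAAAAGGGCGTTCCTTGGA. Adjusted over the list alone, 6 were higher, but the 6 come from a table that the study chose on these samples.

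**Figure D3:**
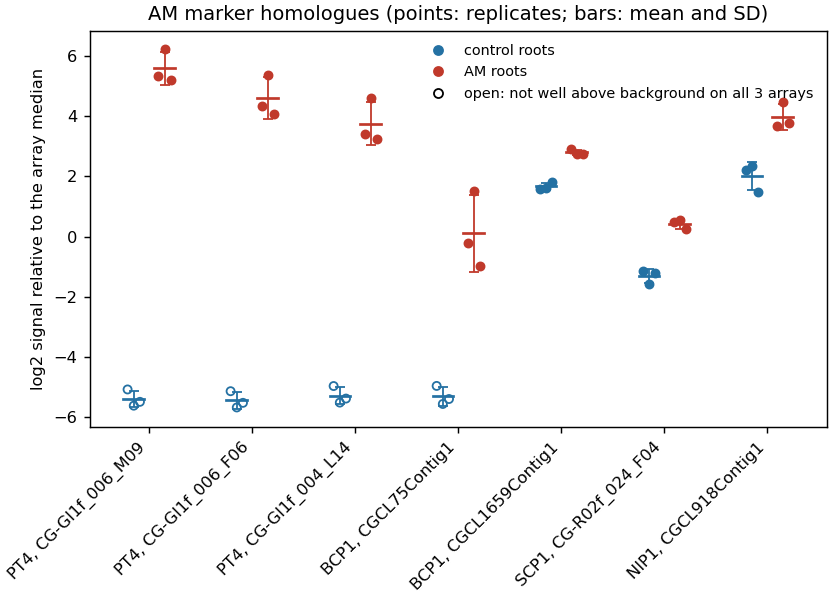
Normalised log2 signal, relative to the array median, of the marker probes and of the NIP1 homologue CGCL918Contig1 in control (blue) and AM roots (red). Circles are the 3 replicates of each condition, bars the mean and SD, and open circles are values not well above background, as for PT4 and CGCL75Contig1 in control roots.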

Homologues of known specific AM marker genes *PT4* (Phosphate transporter 4), *BCP1* (Blue Copper Protein 1), or *SCP1* (Serine CarboxyPeptidase 1) [15], [18] were induced in our dataset, thus validating the experiment (Table S2). 

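The probe of CGCL918Contig1 was well above background on all 6 arrays and had a log2 fold change of 1.97 (SE 0.31, adjusted p = 0.00753 from limma). Relative to the array median, its log2 signal was 2.01 ± 0.46 (SD, n = 3) in control roots and 3.98 ± 0.44 (SD, n = 3) in AM roots. The 3 AM replicates lay above the 3 control replicates (exact two-sided permutation test, p = 0.10). Table S2 annotates the gene as an aquaporin of the NIP subfamily, a group of membrane channels for water and small solutes. Its probe is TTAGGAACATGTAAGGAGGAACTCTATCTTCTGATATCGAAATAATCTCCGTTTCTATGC.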

CGCL918Contig1, a presumed homologue of the aquaporin NIP1 (Nodulin 26-like intrinsic protein 1) specifically expressed at a low level in the arbuscule-containing cells [18] was also induced in our data. This might suggest that our experimental set made it possible to detect genes with low levels of expression.

We then compared genes up-regulated in AM in *C. glauca*, the model legume *M. truncatula* [15] and the monocot *O. sativa* [16]. This analysis revealed 84 *C. glauca* genes up-regulated in AM similar to *M. truncatula* and *O. sativa* AM-induced genes (Figure 2A–C, Table S4). These may represent some core functions needed for AM symbiosis.

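All 84 genes of Table S4 were higher in AM roots of *C. glauca*. The rise was measured on all 6 arrays for 34 of them, with a median log2 fold change of 1.97 (n = 3 per condition). A further 41 were not well above background on any control array, and 35 of these were at least 2-fold higher by their lower bound. The other 9 were well above background on 1 or 2 of the 3 control arrays. UDP-glucosyltransferase 73D1, CG-R02f_015_I16, one of 4 carbon metabolism genes, had a log2 fold change of 1.89 (SE 0.17, adjusted p = 3.46e-04 from limma), and a flavonoid hydroxylase-like protein, CG-R02f_046_L20, one of 2.03 (SE 0.17, adjusted p = 2.53e-04 from limma). Adjusted over the list alone, 84 were higher, which is not independent evidence, since the table was drawn from genes that the study had found induced on these samples. With signals raised to each array's lowest signal well above background, 3 of the 84 lay below 0, and the sequence similarity to other species is the paper's.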

**Figure 2:**
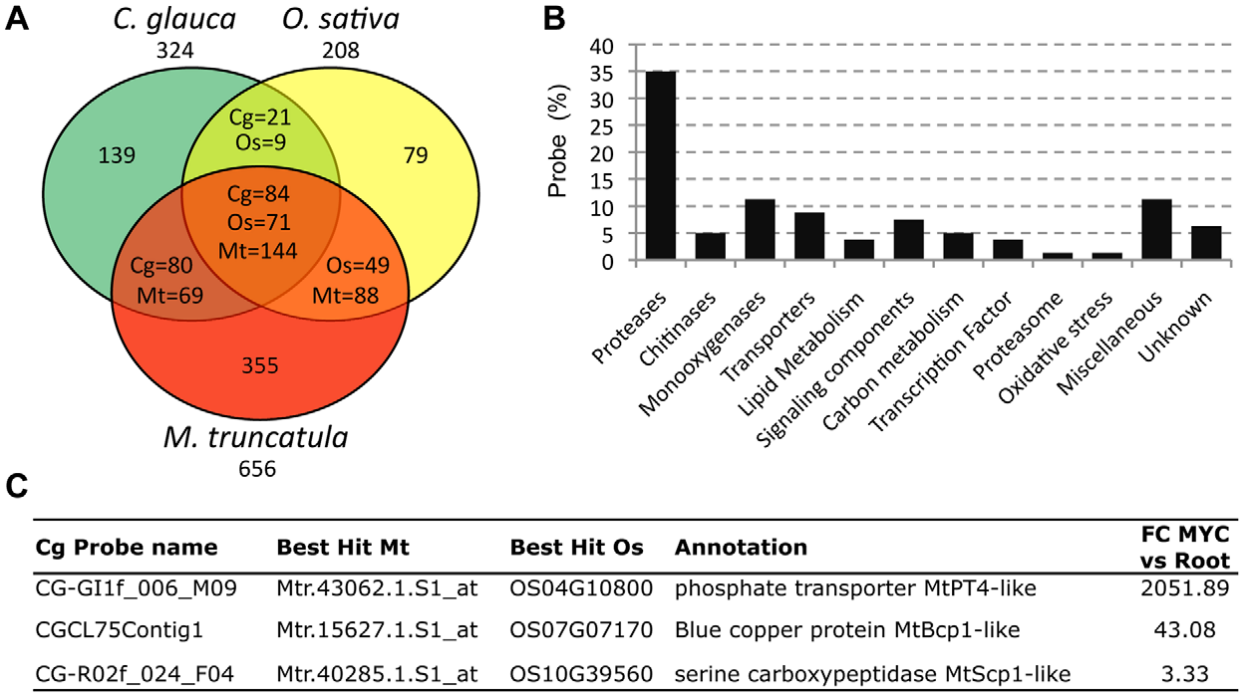
Transcriptional regulations in *M. trucatula*, *O. sativa* and *C. glauca* AM. (A) Number of genes up-regulated in AM in these different species; (B) Functional distribution of the 84 AM-induced genes in *C. glauca* and conserved in *M. truncatula* and *O. sativa*; (C) Induction of AM markers in *C. glauca* 48 days after inoculation by *G. intraradices.*

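Of the 84 conserved genes, 26 stand in the protease class of Table S4, beside *SCP1*, which the table lists with the AM markers, and all 26 were higher in AM roots. In control roots 19 of them were not well above background on any array, 4 were on some arrays and 3 on all. The highest lower bound was that of CGCL1769Contig1, a papain-family cysteine protease that was at least 745-fold higher (adjusted p = 2.22e-06 from limma, n = 3 per condition). Of the 5 serine carboxypeptidases of the S10 family, which remove residues from the C-terminal end of proteins, 3 were measured on all arrays. Their median log2 fold change was 2.03, and the highest was that of CGCL478Contig1 at 5.70 (SE 0.35, adjusted p = 3.37e-05 from limma). For 15 of the 19 proteases dim in control roots the lower bound was at least 2, and for 13 at least 10. The study chose the list on these samples.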

The cluster most represented corresponded to proteases (27 *C. glauca* unigenes), in accordance with the important role played by protein turnover in AM [16], [19]–[21]. Among the conserved proteases, we found subtilisin proteases of the S08A family. None of these correspond to *Cg12* the *C. glauca* subtilase that is specifically expressed during plant cell infection by *Frankia* [22], [23]. 

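All 9 genes annotated to the S08A family were higher in AM roots, and none of them was well above background on all control arrays. In control roots 8 were not well above background on any array and 1 was on 1 array. A lower bound on the fold change could be given for 6, with a lowest value of 5.86 and a median of 41.1, and 5 of the 6 were at least 10-fold higher (n = 3 per condition). For the other 2 genes dim in control roots no bound above 1 was left. These 9 are part of the induced genes that the study chose on these samples.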

In *Lotus japonicus*, two members of this family, LjSbtM1 and LjSbtM3, are found in the peri-fungal space and are involved in AM development [24]. Proteases may be responsible for selective processing of substrates present in the peri-fungal space, generating peptides recognised by leucine-rich repeat receptors involved in the AM interaction such as PaNFP or SYMRK. 

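The leucine-rich repeat transmembrane protein CG-R02f_036_O05 was well above background on all 6 arrays and had a log2 fold change of 1.02 in AM roots (SE 0.20, adjusted p = 0.0218 from limma), close to the threshold of 2-fold. Its log2 signal relative to the array median was 2.83 ± 0.25 (SD, n = 3) in control roots and 3.85 ± 0.19 (SD, n = 3) in AM roots, and the replicates of the 2 conditions did not overlap. The call was lost without control replicate 1 (log2 fold change 0.98), control replicate 2 (0.92), AM replicate 1 (0.92) or AM replicate 3 (1.03, adjusted p = 0.0660 from limma).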

Interestingly, a gene encoding a putative receptor with LRR repeats (CG-R02f_036_O05) was induced in AM in all three plants. Proteases may also be involved in the cell wall loosening and cell remodelling associated with mycorrhizal infection [24], or in arbuscule senescence [25]. 

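By the annotation of Table S4, 12 cysteine proteases of the papain C1A family were higher in AM roots. In control roots 10 were not well above background on any array and 2 were on 1 array. CGCL1255Contig1 was at least 275-fold higher (adjusted p = 5.76e-07 from limma, n = 3 per condition), CG-GI1f_006_C13 at least 269-fold (adjusted p = 5.67e-07 from limma) and CGCL2403Contig1 at least 113-fold (adjusted p = 5.67e-07 from limma). Over the 10 genes dim in control roots the median bound was 191-fold and the lowest 1.72-fold, and 9 had a bound of at least 2. The list was chosen by the study on these samples.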

Ten *C. glauca* sequences corresponding to carboxypeptidases belonging to the papain C1A family [26] may belong to this category as this family contains senescence-associated proteins such as AtSAG12 and MtCP1-6 [25].

Seven genes encoding putative members of the cytochrome P450 family were among the conserved genes. Most of them belong to the CYP71 family that is usually associated with triterpenoid biosynthesis. 

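All 7 genes annotated as cytochrome P450 in Table S4 were higher in AM roots, and all were well above background on every array, control arrays included. Their log2 fold changes had a median of 1.18, the lowest being 1.03. CGCL1362Contig1 rose most, with a log2 fold change of 5.88 (SE 0.45, adjusted p = 1.32e-04 from limma, n = 3 per condition), and CGCL2400Contig1 had one of 1.96 (SE 0.22, adjusted p = 0.00151 from limma). Table S2 holds 12 cytochrome P450 genes, all of them higher, with a median log2 fold change of 1.48. Both tables were chosen by the study on these samples.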

Triterpenoids play diverse biological roles, including antifungal and antibacterial (Fukushima *et* *al*., 2011). Two other singletons annotated “ent-kaurene oxidase” belong to the P450 class and were conserved. 

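Both conserved ent-kaurene oxidase genes were higher in AM roots. CG-GI1f_006_I20 had a log2 fold change of 2.34 (SE 0.20, adjusted p = 2.64e-04 from limma, n = 3 per condition) and CG-N02f_020_L03 one of 2.14 (SE 0.21, adjusted p = 5.64e-04 from limma). Their log2 signals relative to the array median were 1.17 ± 0.27 and 1.15 ± 0.30 (SD, n = 3) in control roots, against 3.51 ± 0.15 and 3.29 ± 0.15 (SD, n = 3) in AM roots. In Table S2, which the study chose on these samples, 3 probes carry this annotation and all 3 were higher.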

Interestingly, a comparison with the Arabidopsis proteome database revealed homologies with ENT-KO, a member of the CYP701A subfamily involved in the gibberellin biosynthetic pathway (Sawada *et* *al*., 2008; Achard & Genschik, 2009; X.-H. Gao *et* *al*., 2011). Moreover, another gene (corresponding to CG-R02f_045_J11, Mtr.31291.1.S1_at, OS07G39270) annotated as GeranylGeranyl Pyrophosphate Synthase, is homologous to *AtGGPS1*, which is also involved in Gibberellin biosynthesis (Okada *et* *al*., 2000). These results are consistent with the Gibberellin biosynthesis regulation occurring in AM (Güimil *et* *al*., 2005; Gomez *et* *al*., 2009; Schäfer *et* *al*., 2009; Fiorilli *et* *al*., 2009; Hogekamp *et* *al*., 2011) and with the postulated role of this phytohormone as a compatibility factor in AM [27].

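CG-R02f_045_J11, the geranylgeranyl pyrophosphate synthase, makes the isoprenoid precursor of diterpenes such as gibberellins. It had a log2 fold change of 2.69 in AM roots (SE 0.29, adjusted p = 9.92e-04 from limma). Its log2 signal relative to the array median was -2.72 ± 0.50 (SD, n = 3) in control roots and -0.03 ± 0.27 (SD, n = 3) in AM roots, well above background on all 6 arrays. In control roots this was close to the lowest signal that counts as well above background. Over the alternatives the log2 fold change ran from 1.86 to 3.21, and the call held in all 29.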

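The transporter class of Table S4 holds 7 genes, beside the PT4 homologues, which the table lists with the AM markers. All 7 were higher in AM roots. In control roots 4 of them were not well above background on any array, among them 3 oligopeptide transporters and the ABC transporter CG-N02f_013_P06, and 3 of these 4 had a lower bound on the fold change of at least 2. CGCL1417Contig1, annotated as a multidrug resistance protein, was well above background on 1 of the 3 control arrays. The oligopeptide transporter CG-GI1f_001_P10 and the aquaporin homologue CGCL918Contig1 were measured on all 6 arrays. The genes were chosen by the study on these samples (n = 3 per condition).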

Another important group that was conserved were transporters: eight *C. glauca* genes belong to this category. Among them is the aforementioned MtPT4 (Mtr.43062.1.S1_at; [28] and its orthologues in rice (OsPT11; OS04G10800; [29]) and *C. glauca* (CgPT4, CG-GI1f_006_M09)) encoding a high affinity phosphate transporter specifically expressed in the peri-arbuscular membrane and responsible for the symbiotic transport of phosphate in *M. truncatula* [30]. Another transporter (CGCL918Contig1) shared 73% identity with MtNIP1, an aquaporin specifically expressed in cells containing arbuscules [31], which has been suggested as being involved in inorganic N uptake into plant cytoplasm [31], [32]. Other genes related to transport encode putative oligopeptide transporters potentially involved in the intake of small peptides produced by the degradation of fungal proteins during the senescence of arbuscules, or in the intake of signal peptides [18]. 

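All 4 genes annotated as oligopeptide transporters in Table S4 were higher in AM roots. CG-GI1f_001_P10 was well above background on all 6 arrays and had a log2 fold change of 4.53 (SE 0.27, adjusted p = 2.77e-05 from limma, n = 3 per condition). CGCL1363Contig1 was not well above background on any control array and was at least 229-fold higher (adjusted p = 6.39e-07 from limma). CGCL1260Contig1 was also dim in control roots and had a lower bound well over 2 (adjusted p = 1.53e-05 from limma). The remaining gene was dim in control roots as well, with no bound above 1.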

Two putative members of the ABC-transporter family are also among the conserved genes. 

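CG-N02f_013_P06, annotated as an ABC transporter of the white-brown complex family, was not well above background on any control array and was at least 7.55-fold higher in AM roots (adjusted p = 0.00195 from limma). Its log2 signal relative to the array median was -0.28 ± 1.30 (SD, n = 3) in AM roots, where all 3 arrays were well above background. Its probe is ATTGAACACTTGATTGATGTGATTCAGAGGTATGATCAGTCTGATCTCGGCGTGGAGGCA.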

CG-N02f_013_P06 shares 80% homology with MtSTR2 (for stunted arbuscules; Zhang *et* *al*., 2010). MtSTR2 interacts with MtSTR to form a functional heterodimeric transporter that co-localises at the peri-arbuscular membrane and is essential for arbuscule development [33]. CGCL1417Contig1 presents 62% identity with AtPGP1 (P-GlycoProtein 1), 63% with AtPGP4 and 63% with AtPGP16. These members of the P-GLYCOPROTEIN (PGP) transporters family are able to transport a wide range of molecules [34].

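CGCL1417Contig1 was higher in AM roots, with a fitted log2 fold change of 8.45 (SE 0.40, adjusted p = 7.85e-06 from limma). It was well above background on 1 of the 3 control arrays and on all 3 AM arrays, so the size of the change rests on control signals that are mostly near background. The log2 signal relative to the array median was -4.11 ± 0.76 (SD, n = 3) in control roots.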

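In AM roots all 4 conserved chitinases were higher than in control roots. The class III chitinase CG-GI1f_006_M14 was at least 481-fold higher (adjusted p = 1.44e-06 from limma, n = 3 per condition), and CGCL241Contig1, of the same class, at least 1.51-fold (adjusted p = 0.0122 from limma). The class II chitinase CG-R02f_047_E06 was measured on all arrays and had a log2 fold change of 1.58 (SE 0.23, adjusted p = 0.00582 from limma). Table S2 lists 9 chitinases, enzymes that cleave the chitin of fungal walls, and all 9 were higher, 6 of them not well above background on any control array. CGCL241Contig1 lost the call without AM replicate 1 (adjusted p = 0.0526 from limma) and after normexp background correction, and both tables were chosen by the study on these samples.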

Another conserved gene cluster corresponds to chitinases (4 *C. glauca* unigenes). 

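The class III chitinase CGCL506Contig1 was not well above background on any control array and was at least 110.1-fold higher in AM roots (adjusted p = 5.67e-07 from limma). In AM roots its log2 signal relative to the array median was 3.59 ± 0.22 (SD, n = 3), a spread between replicates far smaller than the change.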

Interestingly, CGCL506Contig1 presents 84% similarity with MtCHITIII-3, which is specifically expressed in cells containing arbuscules in *M. truncatula* [35]. Disruption of its expression resulted in a higher root colonisation by *G. intraradices* [36]. This chitinase may be involved in the modulation of chitin elicitors, and have an impact on signalling between the plant and fungus.

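All 3 lipid metabolism genes of Table S4 were higher in AM roots, and none was well above background on any control array. A lipase of the GDSL type, CGCL373Contig1, was at least 122-fold higher (adjusted p = 2.54e-06 from limma, n = 3 per condition). The anther-specific proline-rich protein homologues CGCL2778Contig1 and CGCL1705Contig1 were at least 76.2-fold (adjusted p = 3.49e-06) and 4.99-fold (adjusted p = 6.73e-05 from limma) higher. Table S2 has 14 genes in this class, all dim on every control array and all at least 2-fold higher by their lower bound. They include a delta-9 fatty acid desaturase, CG-GI1f_002_D04, at least 455-fold higher (adjusted p = 6.98e-07 from limma), and an acyl carrier protein, CG-GI1f_003_I12, at least 99.7-fold (adjusted p = 1.43e-06 from limma). The study chose both lists on these samples.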

Genes involved in lipid metabolism are also conserved between the three species; this is in accordance with the important role played by lipid metabolism during synthesis of the peri-arbuscular membrane concomitant to internalisation of the fungi, as well as in recycling lipids from degenerating arbuscules [2]. A purple acid phosphatase, CG-GI1f_003_A02, sharing 86% identity with AtPAP10 and 88% identity with MtPAP1, was also identified. These proteins are involved in phosphate nutrition probably through phytate degradation [37], [38]. 

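On the arrays CG-GI1f_003_A02 had a log2 fold change of 2.66 in AM roots (SE 0.29, adjusted p = 0.00114 from limma). Its log2 signal relative to the array median was 0.79 ± 0.39 (SD, n = 3) in control roots and 3.45 ± 0.43 (SD, n = 3) in AM roots, well above background on all 6 arrays.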

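In Table S4, 3 protein kinases, 2 LysM domain proteins and 3 transcription factors were all higher in AM roots. The kinases CG-GI1f_004_F11 and CG-N02f_032_E13 had log2 fold changes of 3.33 (SE 0.28, adjusted p = 2.68e-04 from limma, n = 3 per condition) and 2.27 (SE 0.27, adjusted p = 0.00197 from limma). The LysM proteins, whose domain binds chitin-like molecules, were at least 74.4-fold (CG-N02f_024_E09, adjusted p = 6.61e-06 from limma) and 67.5-fold (CG-GI1f_006_K19, adjusted p = 2.35e-06 from limma) higher. The GRAS transcription factor CG-R01f_011_E02 was at least 7.25-fold higher (adjusted p = 2.18e-04 from limma). The AP2/ERF factor CG-N02f_029_I17, well above background on 2 of the 3 control arrays, had a log2 fold change of 3.68 (SE 0.33, adjusted p = 3.99e-04 from limma). The genes come from the list that the study chose on these samples.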

Within conserved elements, we identified several signalling components such as protein kinases, a U-box protein from the same family as LIN, a protein involved in nodulation [39], and transcription factors from the GRAS and AP2/ERF family.

In conclusion, our study highlights key biological processes that were conserved throughout plant evolution, and that are probably essential for AM establishment and functioning.

### Comparison of gene expression in AM, rhizobial and actinorhizal symbioses

In order to analyse the potential conservation of the molecular mechanisms involved in AM and actinorhizal symbioses, we compared genes induced in these two symbioses in *C. glauca*. A simple spreadsheet application named Casuarina Transcriptome Compendium (CTC; Table S5) was created for comparative transcriptomics in *C. glauca* (for guidelines, see File S1). 

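All 94 genes of Table S6 were higher in AM roots of *C. glauca*. For 35 the rise was measured on all 6 arrays, with a median log2 fold change of 1.85 (n = 3 per condition), and 49 were not well above background on any control array. A plant cell wall protein, CG-N02f_037_N04, was at least 17.3-fold higher (adjusted p = 5.90e-06 from limma), and an actin-binding protein, CG-N02f_019_C01, at least 11.3-fold (adjusted p = 2.18e-05 from limma). Glutamate dehydrogenase 2, CGCL2772Contig1, was at least 4.90-fold higher (adjusted p = 7.77e-06 from limma). A lower bound of at least 2 was reached by 37 of the 49. All 94 were also higher when adjusted over the list alone, which is not independent evidence, since AM induction on these samples was a condition for the list. With signals raised to each array's lowest signal well above background 5 of the 94 lay below 0, after normexp 1 did, and the nodule values of the table are the paper's.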

CTC allowed us to identify 94 genes up-regulated both in AM and actinorhizal nodules (FC> = 2, p-value< = 0.01, Figure 3A; Table S6). Functional classes recovered were partially similar to those found when comparing AM and rhizobal symbioses in Legumes [19], [40]. 

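On the AM arrays, 7 genes of Table S6 for which the paper also gives a Q-PCR value were all higher than in control roots. A papain-family cysteine protease, CGCL1775Contig1, was at least 370.0-fold higher (adjusted p = 5.67e-07 from limma, n = 3 per condition), beside 4255 by the paper's Q-PCR. The proton-dependent oligopeptide transporter CGCL1260Contig1 was at least 47.4-fold higher, beside the paper's 818.5. The kinase CG-N02f_033_B01 was at least 6.92-fold higher (adjusted p = 0.00221 from limma), beside the paper's 19.2. A RING finger protein, CGCL748Contig1, rose 11.7-fold by the fitted values (adjusted p = 0.00105 from limma), beside the paper's 15.2, and a calmodulin-binding protein, CG-N02f_009_L20, rose 3.77-fold by the fitted values (adjusted p = 0.00927 from limma), beside the paper's 3.92. Serine carboxypeptidase-like 51, CG-N02f_011_A22, rose 2.60-fold (log2 fold change 1.38, SE 0.20, adjusted p = 0.0048 from limma), beside the paper's 3.94, and the transporter CGCL1417Contig1 rose 351-fold by the fitted values, beside the paper's 39.95. CGCL748Contig1, CG-N02f_009_L20 and CGCL1417Contig1 were each well above background on 1 of the 3 control arrays, so that their fitted values rest mostly on control signals near background. With normexp background correction, the setting that gave the lowest values, their log2 fold changes were 2.23 for CGCL748Contig1, 0.94 for CG-N02f_009_L20, too small for a call, and 6.66 for CGCL1417Contig1, in place of 3.55, 1.92 and 8.45.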

RT-qPCR was used to confirm the induction of a subset of these genes in both interactions (Table S6).

**Figure 3:**
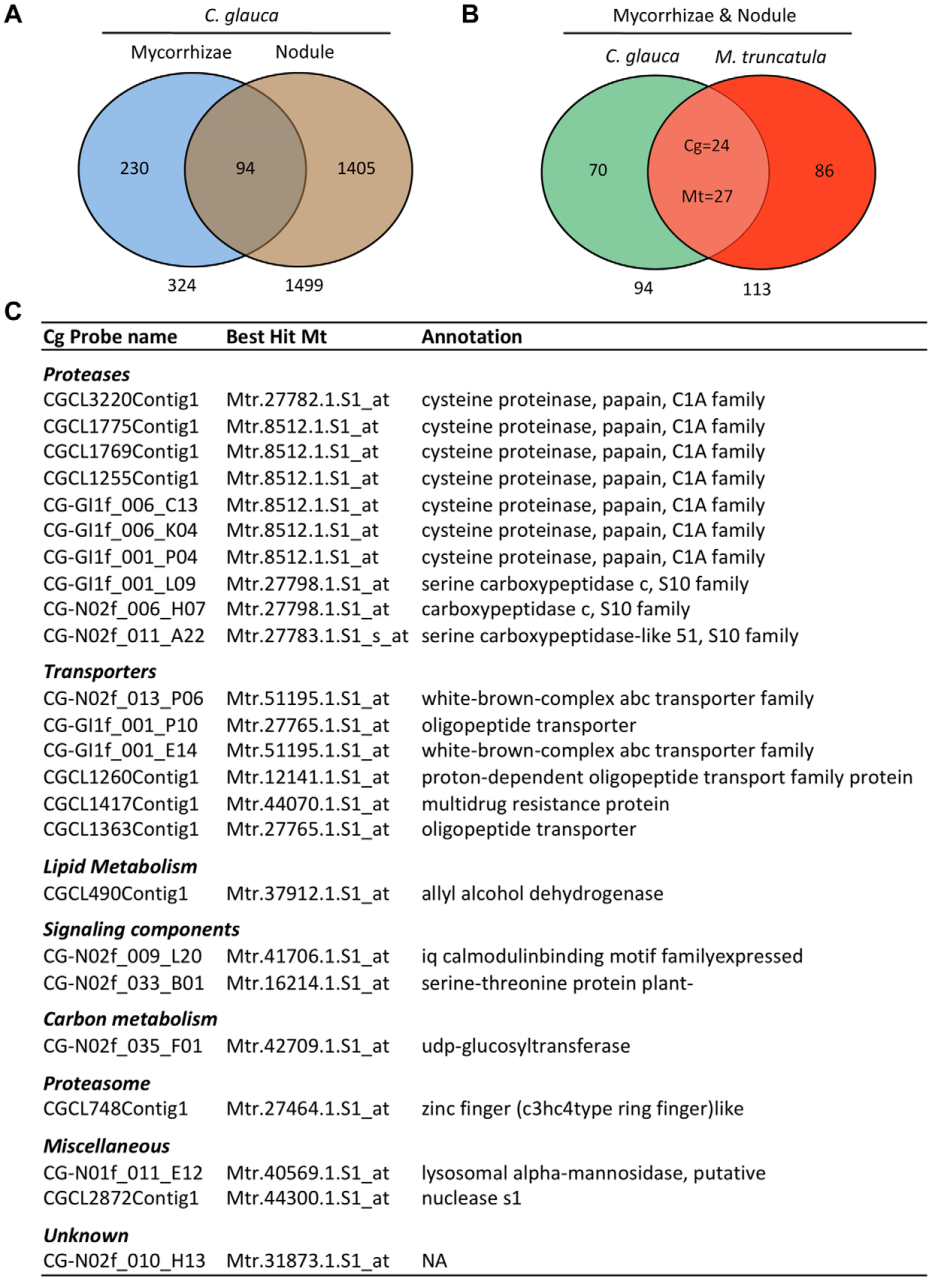
Conservation of gene expression in AM and root-nodule symbioses. (A) Transcriptomic comparison between *C. glauca* genes up-regulated in AM and actinorhizal nodules; (B) Conservation of genes up-regulated in both AM and nodules in *C. glauca* and *M. truncatula*; (C) Functional classification of the 24 conserved genes up-regulated during AM, actinorhizal and legume-rhizobium symbioses.

In order to compare the set of genes involved in AM and root nodule symbioses in both legumes and actinorhizal plants, we compared the genes up-regulated in AM and actinorhizal symbioses in *C. glauca* to those up-regulated in both nodules and AM recently identified in the model legume *M. truncatula* (respectively 51 K and 61 K Affymetrix geneChip) [14], [15]. 

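All 24 genes of Table S7 were higher in AM roots of *C. glauca*, with no overlap between the replicates of the 2 conditions. The lipid metabolism gene of the list, the alcohol dehydrogenase CGCL490Contig1, was at least 151-fold higher (adjusted p = 1.11e-06 from limma, n = 3 per condition), and the UDP-glucosyltransferase CG-N02f_035_F01 at least 7.68-fold (adjusted p = 4.78e-04 from limma). An alpha-mannosidase, CG-N01f_011_E12, was measured on all 6 arrays and had a log2 fold change of 5.63 (SE 0.23, adjusted p = 3.76e-06 from limma), as did the nuclease S1 homologue CGCL2872Contig1, with 3.43 (SE 0.45, adjusted p = 0.003 from limma). Of the 24 genes, 14 were not well above background on any control array, 5 were on some control arrays and 5 on all. All 24 also stand in Table S6 and 19 in Table S4. The count was 24 again when adjusted over the list alone, which is not independent evidence, since the list was drawn from genes that the study had found induced on these samples.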

Twenty-four *C. glauca* genes induced in AM roots and nodules (MycUp/NodUp) presented significant sequence homology with *M. truncatula* MycUp/NodUp genes (Figure 3B–C; Table S7). These genes might represent part of the heart of endosymbioses, conserved together in the ancestral AM symbiosis, legume-rhizobial and actinorhizal symbioses.

Once again, genes encoding proteases formed the largest cluster (10/24), suggesting that proteases play a significant common role in the three endosymbioses. 

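The 10 proteases of Table S7 comprise 7 of the papain C1A family and 3 serine carboxypeptidases of the S10 family, and all 10 were higher in AM roots. Of the 7 papain-family genes, 6 were not well above background on any control array. The lowest of their bounds was that of CG-GI1f_006_K04, at least 46.7-fold higher (adjusted p = 2.16e-06 from limma, n = 3 per condition), and their median bound was 322. The other member, CG-GI1f_001_P04, was well above background on 1 of the 3 control arrays and had a fitted log2 fold change of 7.35 (SE 0.79, adjusted p = 0.00107 from limma). Of the serine carboxypeptidases, CG-GI1f_001_L09 was well above background on 2 of the 3 control arrays and had a log2 fold change of 5.17 (SE 0.35, adjusted p = 6.65e-05 from limma), and CG-N02f_006_H07 was at least 1.85-fold higher (adjusted p = 4.42e-04 from limma). CG-N02f_006_H07 lost the call when signals below each array's lowest signal well above background were set to that signal (log2 fold change 0.89). The proteases, too, were chosen by the study on these samples.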

Interestingly, mutant screenings performed on model legumes did not yield any gene encoding protease involved in rhizobial or AM symbioses, either because mutants in these genes are lethal or because a high redundancy level is present. Maintenance of functional redundancy may reflect a need for very high expression levels for these genes in the context of endosymbioses [41]. 

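All 6 transporters of Table S7 were higher in AM roots. Of these, 3 are oligopeptide transporters, 2 are probes of a white-brown-complex ABC transporter and 1, CGCL1417Contig1, is annotated as a multidrug resistance protein. In control roots 4 of the 6 were not well above background on any array, and the 4 had lower bounds of at least 2, with a median of 27.5-fold (n = 3 per condition). The study chose these genes on these samples.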

Gene encoding transporters represented the second largest group. This group included the *C. glauca STR2* homologue represented by 2 probes (CG-N02f_013_P06 and CG-GI1f_001_E14) corresponding to the same unigen. 

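The second probe, CG-GI1f_001_E14, was not well above background on any control array and was at least 4.48-fold higher in AM roots (adjusted p = 0.00648 from limma). Its log2 signal relative to the array median was -1.03 ± 1.35 (SD, n = 3) in AM roots, and its sequence is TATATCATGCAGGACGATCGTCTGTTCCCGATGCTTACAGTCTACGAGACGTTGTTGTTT. Both probes were dim in control roots, and both lost the call when 1 common floor, chosen after the data were seen, was set for all arrays, with a log2 fold change of 1.87 (adjusted p = 0.190 from limma) for CG-GI1f_001_E14 and of 2.62 (adjusted p = 0.0999 from limma) for CG-N02f_013_P06.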

Zhang *et* *al*. (2010) did not report any phenotype during nodulation in the *mtstr2* mutant. Our finding that this gene was among the core endosymbiotic gene set suggests that it may still play a subtler role in nodulation. 

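In AM roots the 3 oligopeptide transporters and the PGP homologue of Table S7 were each higher on all 3 arrays than on any control array. The log2 signal relative to the array median was 4.64 ± 0.46 (SD, n = 3) for CGCL1363Contig1, 3.40 ± 0.48 for CG-GI1f_001_P10, 2.37 ± 0.81 for CGCL1260Contig1 and 4.34 ± 0.45 for the PGP homologue CGCL1417Contig1. In control roots CG-GI1f_001_P10 was at -1.13 ± 0.19 (SD, n = 3), and CGCL1363Contig1 and CGCL1260Contig1 were not well above background on any array.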

Genes encoding peptide transporters and PGP family transporters were also up-regulated during all 3 endosymbioses.

In conclusion, our work revealed genes that are induced in all three major plant endosymbioses: the ancient AM symbiosis, and the more recent RNS. This list represents genes probably linked to processes such as nutrient exchange, infection, and intracellular accommodation of the microsymbiont, and reflects the molecular tinkering that took place during evolution of nodulation using parts of ancestral AM mechanisms. Recycling signal transduction elements from AM to form RNS has previously been reported [7], [12], [17]. 

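Of the 14 probes of Table S8 for known symbiotic signalling genes, 3 were higher in AM roots, none was lower, 9 were neither and 2 were not tested, being not well above background in either condition. *ERN1*, an ERF transcription factor (CGCL2063Contig1), had a log2 fold change of 4.03 (SE 0.30, adjusted p = 1.23e-04 from limma, n = 3 per condition). The ubiquitin ligase gene *LIN*, or *CERBERUS* (CG-N02f_036_G20), had one of 2.14 (SE 0.23, adjusted p = 9.71e-04 from limma), and *IPD3*, or *CYCLOPS* (CG-N02f_019_M23), whose product binds CCaMK, one of 1.35 (SE 0.26, adjusted p = 0.0202 from limma). The calcium- and calmodulin-dependent kinase *CCaMK* (CG-N02f_015_D03) had a log2 fold change of 0.81 (SE 0.20, adjusted p = 0.0476 from limma), under the fold-change threshold. *SYMREM1* (CGCL460Contig1) had one of -1.02 (SE 0.41, adjusted p = 0.171 from limma), and the 7 other genes tested, *HMGR*, *CASTOR*, *Lys6*, *NIN*, *HK1*, *CPP-L56* and *Nup133*, ranged from -0.24 for *Nup133* to 0.51 for *HMGR*.

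Unlike the other tables, this list was chosen by homology and not on these samples, and its tested members had a median log2 fold change of 0.29. Adjusted over the list alone, 3 were higher. These 3, *ERN1*, *LIN* and *IPD3*, also stand in Table S6, the paper's list of genes induced in both AM roots and nodules. The camera test, with a preset correlation between genes of 0.01, gave p = 0.000732 for the 12 genes as a group being higher than other genes, but with an estimated correlation p = 0.101, and fry, which asks whether they move on balance one way, gave p = 0.0131. Without AM replicate 1 or AM replicate 3, *IPD3* (CG-N02f_019_M23) lost the call (adjusted p = 0.0890 and 0.0590 from limma), which left 2 genes higher, and the sign of *NIN*, *HK1*, *CPP-L56* or *Nup133* turned with other scalings.

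**Figure D4:**
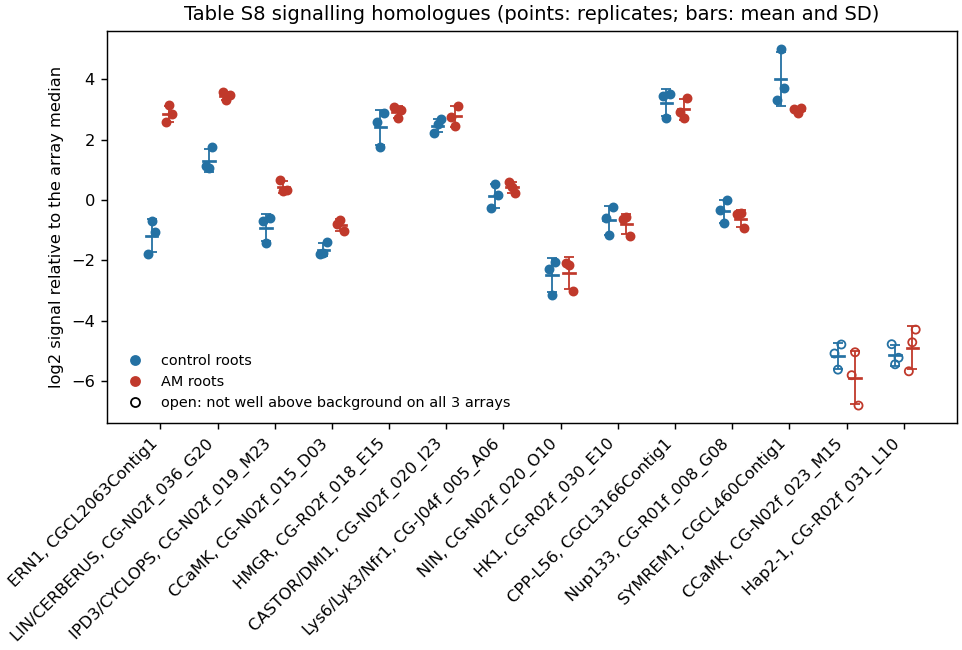
Normalised log2 signal, relative to the array median, of the 14 probes of Table S8 in control (blue) and AM roots (red). Circles are the 3 replicates of each condition, bars the mean and SD, and open circles are values not well above background. Higher signals in AM roots without overlap are seen for ERN1, LIN, IPD3 and CCaMK (CG-N02f_015_D03).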

The corresponding genes were not recovered in our work as they are often not transcriptionally regulated (Table S8). The genes we identified were strongly up-regulated in all endosymbioses and probably correspond to the end targets of the endosymbiotic programme. 

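In AM roots, 22 of the 24 genes of Table S7 had a fitted fold change of at least 4, against 308 of all 512 genes called higher, fungal ones included. By the lower bounds, 13 of the 14 genes dim in control roots were at least 2-fold higher and 9 at least 10-fold. For the 5 genes measured on all 6 arrays the median log2 fold change was 3.43 (n = 3 per condition). When the genes were tested against a fold change of 1.5 instead of 1, 23 of the 24 were called. CG-N02f_011_A22, a serine carboxypeptidase-like gene, was the one gene no longer called in that test (adjusted p = 0.0550 from limma). From the induction of this list in AM roots, actinorhizal nodules and legume nodules, the paper proposes that the genes are end targets of the endosymbiotic programme, while it reasons that known signalling genes were not recovered because they are often not regulated at the transcript level.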

Further functional characterisation of these genes is needed to understand their precise role in the three different endosymbioses and to explain how they were recruited during the evolution of RNS.

## Materials and Methods

### Plant and fungal material

Initial cultures of *Daucus Carota* and *Glomus intraradices* DAOM 197198 were provided by G. Bécard (Laboratory of Cell Surfaces and Plant Signalling, UMR CNRS-Paul Sabatier University, Toulouse, France). *C. glauca* seeds were purchased from CSIRO (Australia). Seeds were germinated in sterile conditions and grown for three weeks in hydroponics containing a modified BD medium [42]. Plants were then transferred to pots containing a sterile sand: soil mixture, inoculated with *G. intraradices* as described [12] and grown in a culture chamber at 25°C, with an 18/6-h photoperiod.

### Root colonisation analysis

AM structures were observed on roots stained with Trypan blue or Uvitex2B as described [43]. Mycorrhization rates were evaluated every 3 days starting at 15 dpi on root systems stained with Trypan blue and observed using a DMRB microscope (Leica). Mycorrhization was scored on 5 root systems using the gridline intersect method [44] and at least 100 intersections were scored per sample. Mycorrhizal structures were analysed on root samples stained with Uvitex2B using a 510 META confocal microscope (Zeiss) and a Plan Apochromat ×63/1.4 oil or a Plan Neofluar x25/0.8 oil objective. Two independent acquisitions were performed, one at 760/435–485 (bi-photon excitation/emission) for Uvitex2B and one at 488/533–619 for autofluorescence.

### Gene expression analyses

Roots were harvested 45 days after inoculation by *G. intraradices*. Control (uninoculated) plants were grown for the same time in the same medium. Three biological replicates were performed for each condition. The presence of AM structures was analysed on control and inoculated roots before RNA extraction. RNA extraction, cDNA synthesis and hybridisation on *C.glauca* microarray were conducted as described [43]. Data were scanned, normalised (array normalisation: median of each array, probe normalisation: median of the samples for each probe-set) and absolute values and flags were extracted independently for the two experiments. A mean was calculated by averaging triplicate absolute expression values for each condition. For each respective experiment, pair-wise comparison fold changes (FC) were calculated successively by applying a ratio between the conditions, applying a log2 transformation, and calculating the opposite inverse for the values smaller than 1. For each experiment, a p-value was calculated based on a t-test assuming that the variances were equal, using the MeV software package (http://www.tm4.org/mev/). A gene was considered to be differentially expressed in each independent experiment if it could satisfy the following conditions: at least two “Present” calls in at least one of the condition triplicates, a fold change greater than or equal to 2, and a p-value less than or equal to 0.01. Q-PCR experiments were performed as described [17] using primers listed in Table S9.

### Sequence analyses

EST sequences were retrieved respectively from a previously described database [17] for *C. glauca;* http://bioinfo.noble.org/mt-affyprobeset-mapping/Medicago_Affy_Consensus_Seqs.fasta for *M. truncatula* and http://bioinfo.noble.org/mt-affyprobeset-mapping/Medicago_Affy_Consensus_Seqs.fasta *: O. sativa*:

http://bioinformatics.psb.ugent.be/plaza/download for *O. sativa*. Sequences from *C. glauca* were re-annotated using Blast2Go [45]. Tblastx2 was used to check trans-species sequence homologies between genes with an e-value cut-off of 1e^−10^.

## Supporting Information

File S1 **CTC tutorial.**
(PPT)

Table S1 **Validation of** ***C. glauca*** **microarray gene expression data using real time PCR.**
(XLS)

Table S2 ***C. glauca*** **genes induced in response to AM symbiosis.** Genes are classified by predicted function according to their annotation and sorted by descending induction level in AM.
(XLS)

Table S3 ***G. intraradices*** **genes expressed in** ***C. glauca*** **AM roots.** Genes were identified by blast against the *G. intraradices* EST database, with the condition of obtaining an e-value greater than that obtained against the plant proteome.
(XLS)

Table S4 **AM-induced genes sharing significant sequence conservation in** ***C. glauca*** **,** ***M. truncatula*** **and** ***O. sativa.*** Data on *M. truncatula* come from additional File 1 of Gomez *et* *al*., 2009. Data on *O. sativa* come from Table S1 of Güimil *et* *al*. (2005). Sheet 1 (Cg vs Mt vs Os) contains genes classified by predicted function according to their annotation and sorted by descending induction level in AM. Sheet 2 (Cg versus Mt Blast Result) and 3 (Cg versus Os Blast Result) contain detailed blast results corresponding to comparison between *C.glauca* and *M. truncatula,* and between *C.glauca* and *O. sativa* respectively.
(XLS)

Table S5 **CTC, Casuarina Transcriptome Compendium.**
(XLSX)

Table S6 **Genes induced during both AM and actinorhizal symbiosis in** ***C. glauca*** **.** Gene expression data on actinorhizal symbiosis correspond to nodules 21 days post inoculation compared to control in *C. glauca* (Hocher *et* *al.,* 2011) and validation of the microarray data using real time PCR for a subset of genes.
(XLS)

Table S7 **Conserved genes up-regulated during AM, actinorhizal and rhizobial symbioses.** Gene expression data on rhizobial symbiosis correspond to nodules 14 days post inoculation compared to control in *M. truncatula* (Benedito *et* *al*., 2008). Sheet 1 (CgMYCupNODup vs MtMYCupNODup) contains genes classified by predicted function according to their annotation and sorted by descending induction level in AM. Sheet 2 (Blast Results) contains blast results.
(XLS)

Table S8 **Expression in** ***C. glauca*** **actinorhizal nodules and AM roots of genes sharing sequence identity with genes involved in Nod factor signal transduction.**
(XLS)

Table S9 **Sequences of Primers used for Real Time PCR.**
(XLS)

# Supplementary material for: Heart of Endosymbioses: Transcriptomics Reveals a Conserved Genetic Program among Arbuscular Mycorrhizal, Actinorhizal and Legume-Rhizobial Symbioses
**Source:** PLoS One. 2012 Sep 6;7(9):e44742. doi: 10.1371/journal.pone.0044742
**Supplement:** File S1 — CTC tutorial.

## Slide 1

# CTC Guidelines
CTC : Casuarina Transcriptome Compendium

## Slide 2

# CTC Guidelines : introduction
CTC is an excel spreadsheet tool which was developed to facilitate the navigation through two independent experiments datasets “Mycorrhization” and “Nodulation”.
It allows the selection of genes significantly regulated in one or both processes, based on the values of the triplicate flags, on a pairwise comparison ratio and its statistical significance (p- or q-value).

## Slide 3

# CTC Guidelines : presentation
CTC excel file is divided in two spreadsheets
Dataset spreadsheet : allows querying the two different datasets
Information sheet : gives some information on the data and formula present in the dataset spreadsheet

## Slide 4

# CTC Guidelines : dataset spreadsheet presentation
Dataset spreadsheet is divided in 4 sections :
Probeset Section : probeset, gene description, and synthesis of the pairwise comparison for the two experiments
Mycorrhization experiment values
Nodulation experiment values
Formulas used to calculate the significance of the fold change for each pairwise comparison for the Mycorrhization and the Nodulation experiments.

## Slide 5

# CTC Guidelines : dataset spreadsheet / probesets and genes
This section contains the following columns:
Probeset name
Annotation
Enzyme
Gos
GO ID
Score : number of hits
Concatenation of the hits : description of the hits

## Slide 6

# CTC Guidelines : dataset spreadsheet / Mycorrhization
This section contains the following columns:
HITS : displays a label if a gene is significantly regulated according to the parameters entered by the user
Absolute values, flags and mean of the absolute values
FC values on top of the column, the user can enter a FC threshold i.e. a value of 2 will limit hits for the genes with a FC superior or equal to 2 or inferior or equal to -2
P-values and q-values on top of the p-value column ,the user can decide to use the p-value or the q-value by respectively choosing the value NO or YES in the cell adjacent to the text FDRon top of the p-value column, the user can enter a FC threshold : a value of 0.01 will limit hits for the genes with a p- or q-value inferior to 0.01

## Slide 7

# CTC Guidelines : dataset spreadsheet / Nodulation
This section contains the following columns:
HITS : displays a label if a gene is significantly regulated according to the parameters entered by the user
Absolute values, flags and mean of the absolute values
FC values on top of the column, the user can enter a FC threshold i.e. a value of 2 will limit hits for the genes with a FC superior or equal to 2 or inferior or equal to -2
P-values and q-values on top of the p-value column ,the user can decide to use the p-value or the q-value by respectively choosing the value NO or YES in the cell adjacent to the text FDRon top of the p-value column, the user can enter a FC threshold : a value of 0.01 will limit hits for the genes with a p- or q-value inferior to 0.01

## Slide 8

# CTC Guidelines : dataset spreadsheet / Formulas
This section contains the following columns:
Column : contains formula retrieving the number of each line
Mycorrhization
Flags : checks whether the flag criteria is respected :the user can enter the number of present flags required at least in one of the two conditions in the grey cell (from 1 to 3)
Is Myc + and MYC - : checks whether the flag criteria, the FC and the p-value thresholds a respected respectively for positively and negatively regulated genes.The indicated value are "TRUE" and "FALSE" or their equivalent translation depending on the installation language of the spreadsheet software.
Nodulation
Flags : checks whether the flag criteria is respected :the user can enter the number of present flags required at least in one of the two conditions in the grey cell (from 1 to 3)
Is Myc + and MYC - : checks whether the flag criteria, the FC and the p-value thresholds a respected respectively for positively and negatively regulated genes

How the deposited data were processed for this re-analysis (not part of the article)

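RNA from roots of *C. glauca* was measured in 3 control and 3 mycorrhizal biological replicates, each on 1 single-colour Agilent array with 14543 gene probes of 60 bases. All 6 arrays lay on 1 slide read in 1 scan, and each condition filled a slide column of its own, so a slide or scan effect could not be fitted. The background-subtracted and detrended spot intensities of each array were made by the authors with Agilent Feature Extraction (10.1.1.1 per the file headers, 9.1 in the submitters' notes), with no scaling between arrays, together with the raw mean and local background intensities. The deposited spot flags were set by the same program, which also put surrogate values in place of the intensities of many dim spots. The log2 values of the series table were made by the authors from these signals by scaling to the median of each array and of each probe. The median signal of the control arrays was 623, 717 and 942 and that of the AM arrays 804, 739 and 796, and no spot was saturated. The lowest signal well above background was 83.7, 67.5 and 97.6 on the control arrays and 23.3, 27.5 and 31.2 on the AM arrays, so low expression is less well measured in control roots. Correlations between arrays over the probes were 0.984 to 0.988 among controls, 0.991 to 0.994 among AM arrays and 0.945 to 0.953 between the conditions.

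The background-subtracted signal was taken as log2, spots marked as outliers by Feature Extraction were left out, and the array's median over the gene probes was subtracted. Probes well above background on at least 2 of the 3 arrays of a condition were tested (10733), and the other 3810 were not. AM and control roots were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with default settings), and a probe was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 2. Camera (preset correlation 0.01, then estimated) and fry from limma were used for the list of Table S8. Lists were read from the paper's supplementary tables, of which Table S5 was held only in part and without 13562 of its entries. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, matplotlib 3.10.9 and Biopython 1.88. No column of values per sample was left unused.

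The tests, thresholds, lists and alternatives were set before the data were examined, apart from those named in the closing section. By rule, the genes named in the text are those the paper names by their identifier, all of Tables S1, S7 and S8 and of the marker class of Table S2, the up to 4 genes with the smallest adjusted p of each functional class of Tables S2 and S4 and of Table S3, and the 10 largest rises and 10 largest falls among called probes well above background on all 6 arrays whose groups do not overlap. Other genes are named too, among them those said to have been chosen after their values were seen. The paper's tables had been seen when this rule was written. Alternatives tried were other scalings (75th percentile, quantiles, spike-in RNAs, probes well above background on all arrays), normexp background correction with an offset of 50, a floor on the signal, 4 other filters, outlier spots kept, the equal-variance t-test of the paper's methods, other limma settings and thresholds, the authors' series table, replicate number as a block, and each replicate left out in turn. The 37 keyword lists were not run, because the array files describe all 14543 gene probes as unknown and no annotation of the whole array was at hand.

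The analysis was tested on simulated data with the spread of these arrays. The values were drawn on the normalised scale around the control means, without background, surrogate values or an effect of slide position. The simulation therefore says nothing of false calls that come from these. Of 50 probes changed by each fold, 0 were called at 1.5-fold, 28 at 2.5-fold, 33 at 4-fold and 47 at 8-fold, and 3 of 10517 unchanged probes were called. The values computed here were checked against the authors' tables. The correlation of each array with its own column of the series table was 0.985 to 0.990, against at most 0.790 with any other column, and 323 of 324 fold changes of Table S2 lay within 1.1-fold of the values computed here.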

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

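Of the tests in this part, those of the lower bounds, of array scaling (1 of whose 5 settings was added then), of shared or similar sequence and of position on the slide were chosen after the result was seen.

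The 224 probes called lower in AM roots stand out because the paper's tables, as far as held here, pair 3 of them with a name. With each of 5 other scalings 50 were still called lower, so none of the 5 accounts for those calls. Scaling by a factor per array shifts the log2 fold change of every probe alike, so survival goes with the size of the fall. For the other 174 the median log2 fold change of -1.31 (SD 0.42) became -0.79 (SD 0.42) with scaling to the spike-in RNAs. Such a shift by itself takes falls close to 2-fold below the threshold. Under each of the 5 scalings 0 of the 174 reached a log2 fold change of 0. All 174 had been called at a fall of at least 2-fold, and no factor per array shifted the values by that much. The outcome was thus fixed by the calls and is no evidence for their direction. How far scaling accounts for their calls stays open. The higher background of the control arrays cannot account for most of the 224 calls, since for 205 of the 224 the raw signal was higher in control roots by more than 3 times the difference in the negative controls. Position on the slide cannot be told apart from condition, since 0 slide columns carry both groups, and neither can substrate, if it differed between the pots as the labels state and the paper does not. A lower level in AM roots stays open as the biological explanation, untested beyond these arrays.

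The largest falls among these probes are a pattern of their own, because 7 of the 10 largest falls by the fitted values had a probe sequence similar to another of the 10, against at most 2 in 1000 random draws of 10. Probes of one similar sequence may therefore report one transcript or a few. The 11 other tested probes that share 16 bases in a row with one of the 10 had a median log2 fold change of -1.71, and of the 18 tested probes with a similar sequence outside the 10, 17 lay below 0 (median -1.73), 4 were called lower and 0 higher, which goes with a shared signal but leaves open whether probes that share sequence carry the same signal. What the sequences belong to was not tested, and no biological explanation was tested.

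The 84 probes called higher outside Tables S2 and S3 stand out because they are in neither of the paper's lists of induced genes. Table S5, which compiles values of the mycorrhization experiment, may list them, but it is held here only in part. Of these, 30 were not well above background on any control array, 12 were on some and 42 on all, and the probes measured on all arrays had log2 fold changes from 1.01 to 2.99 with a median of 1.21. By the paper's own t-test at its threshold, 3 of the 84 are called.

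Among the genes of Table S2, 154 were not well above background on any control array. Their probes may in part report RNA of the fungus, with which only the AM plants were inoculated. The paper identified fungal genes by comparing sequences with fungal and plant databases. The median GC content of the 154 lay 0.334 of the way (95% bootstrap interval 0 to 0.751) from the Table S2 genes seen in control roots to the fungal genes of Table S3, too wide to tell. It was 41.67% for the 41 of them in Table S4, as for the genes seen in control roots, and 40% for the other 113. Of the 154, 49 also stand in Table S6, since the paper found them higher in actinorhizal nodules too, which form with *Frankia*. For these 49 the paper's nodule result argues against fungal RNA as the only source of the signal, though the nodule values were not analysed here. By their lower bounds of at least 2, which carry no error, 112 of the 154 are not accounted for by the higher control background. For the other 42 this explanation stays open. Induction of plant genes that are silent in control roots is the biological explanation and was not tested apart from these.

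With 3 replicates against 3 there are 10 splits of the arrays, too few for a share under 0.05. Only 1 split, the real one, gave results as large: 512 probes higher, 224 lower, 5 higher in Table S1, 324 in Table S2, 104 in Table S3, 84 in Table S4, 94 in Table S6, 24 in Table S7, 3 in Table S8 and 6 among the AM markers, and the highest of the other splits was 0 for each. Each other split mixes AM and control arrays in both groups, so the difference between the conditions enters the spread and holds calls down. All these lists but Table S8 were also chosen on the real grouping, so the comparison decides nothing about them.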

How the results depend on the processing

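The common floor for all arrays and the scaling on spike-in RNAs well above background on all arrays were chosen after seeing the data, and all other alternatives were planned. The number of lower probes, 224, changed most. It was 129 with scaling to the 75th percentile, 60 with scaling to the spike-in RNAs, 137 with those spike-in RNAs well above background, 115 with scaling on probes well above background on all arrays, 559 with a floor at each array's lowest signal well above background, 96 with the common floor, 3184 with no filter on dim probes, 569 with the positive and significant flag as filter, 402 with array weights, 350 with no fold-change threshold, 50 at a fold change of at least 4, 62 with treat against a fold change of 1.5, and 121 and 46 with the paper's t-test, unadjusted and adjusted. Leaving out 1 replicate gave 86 (without AM replicate 1) to 243 lower probes, 121 without AM replicate 3, and 407 to 520 higher probes. The number of higher probes, 512, was 198 when all arrays had to be well above background, 300 with the adjusted t-test, 308 at a fold change of at least 4 and 335 with the common floor. When all arrays had to be well above background, fewer probes were tested by construction, and 2 genes of Table S1, 150 of Table S2, 1 of Table S3, 34 of Table S4, 35 of Table S6, 5 of Table S7 and 2 AM markers were higher. Of Table S2, 207 were called with the adjusted t-test and 190 at a fold change of at least 4. All other counts of genes called higher in the lists stayed within 1.5 times their value under every alternative run. The camera p for Table S8 was 0.101 with an estimated correlation. The called gene beta tubulin (CG-GI1f_003_H22), at 1.76 and not well above background on any control array, was at -0.20 with the floor, which is higher on the control arrays. With that floor 279 genes of Table S2 and 83 of Table S3 were higher and 1 of each was lower. Log2 fold changes near 0 changed sign too: NIN (CG-N02f_020_O10) at -0.021 with quantiles, -0.24 with normexp, and -0.26 to 0.37 with 1 replicate left out. With the spike-in scalings Nup133 (CG-R01f_008_G08) at 0.28 and 0.027, CPP-L56 (CGCL3166Contig1) at 0.31 and 0.057 and HK1 (CG-R02f_030_E10) at 0.39 and 0.13, and HK1 was also at 0.040 with scaling on probes well above background and -0.39 to 0.084 with 1 replicate left out. Except where named, the cause was not tested. The counts of 559, 569 and 3184 lower probes come from settings that take in values near background, which were higher on the control arrays. Of the 137 named genes compared, 129 to 136 kept their direction and call under each other scaling or background treatment that was planned, and 112 with the adjusted t-test and as many with the 4-fold threshold. With replicate number as a block 541 probes were higher and 265 lower, sharing 495 and 195 with those called without it. Arrays of the same replicate number lay in the same slide row for all 3 numbers, so the block is also one for slide row. The deviations of equally numbered replicates correlated at -0.12, 0.03 and -0.09, against at most 0.21 for others, and neither the labels nor the paper say that the numbers pair the samples. A block for slide or scan is not possible with 1 slide and 1 scan, and the keyword lists were not run. Signal over background limits what can be said of dim genes in control roots, where the lowest signal well above background was at least 67.5, against at most 31.2 in AM roots.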

Differences from the paper's values

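The paper reports 124 genes lower in AM roots, at an unadjusted t-test p of 0.01, and 224 were called here, at an adjusted p of 0.05 from limma with the same fold change of 2. At the paper's own thresholds, with the unadjusted t-test of its methods, 121 were lower. The values also lay within 1.5-fold of each other with scaling to the 75th percentile, quantile normalisation, scaling on probes well above background on all arrays, and without control replicate 2, AM replicate 1, AM replicate 2 or AM replicate 3. They differed under all the other alternatives set before the data were examined.

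For CG-N02f_011_A22 the paper's Q-PCR fold change is 3.94 and the array gives 2.60. Here values count as differing when over 1.5-fold apart and by more than the pooled SD of the replicates. The array's 2.60 lies at the edge of that rule, since 2.63 without control replicate 1 no longer counts as differing. The values did not differ with scaling to the 75th percentile, quantiles, the spike-in RNAs or probes well above background on all arrays, with normexp, and without control replicate 1, control replicate 3, AM replicate 1 or AM replicate 3. They differed under all the other alternatives set before the data were examined.

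For CGCL1417Contig1 the paper's Q-PCR fold change is 39.95 and the array's fitted value is 351, with 2 of the 3 control arrays not well above background. The array's value was 101 with normexp, 178 with the floor at each array's lowest signal well above background, 504 with scaling to the spike-in RNAs and 294 to 474 with 1 replicate left out. The values differed under every alternative set before the data were examined, except that the probe is not tested when all arrays must be well above background.

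By the annotation of Table S4, 12 genes belong to the papain family, more than the paper's text counts. Table S3 as used here holds 104 genes, fewer than the paper states.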

Other observations

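The test of the uncalled genes of Table S8 was planned before its result was seen, while the genes of the first paragraph other than CGCL126Contig1 were chosen after their values were seen.

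Table S2 holds transporters and defence genes that the text does not discuss, and all were higher in AM roots. Of 5 aquaporins, 4 were not well above background on any control array, with lower bounds of 10.2 to 25.5, the highest for CGCL126Contig1. All 4 sulfate transporters were higher, with log2 fold changes of 1.72 to 1.90 (CGCL45Contig1, adjusted p = 0.000773 from limma), as were both potassium transporters (1.74 and, for CG-R02f_010_I23, 1.96, adjusted p = 0.00439) and the iron transporter IRT1 (CGCL1268Contig1, 2.04, adjusted p = 0.00127). Both gibberellin receptor genes were higher, CG-R02f_043_H10 at 1.61 (adjusted p = 0.00430) and CGCL2625Contig1 at 1.59 (adjusted p = 0.00446). A PR10 protein, CG-N02f_003_B23, was at 4.02 (adjusted p = 0.000387), 1 of 4 in the table. All 10 glutathione S-transferases and all 3 acyl carrier proteins were higher too, the latter at least 9.57-fold to 99.7-fold. The study chose Table S2 on these samples, so the direction is not independent evidence.

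A hypothesis for Table S8 was that its shift as a group rests on the 3 called members, ERN1, LIN and IPD3, and not on the signalling genes at large. Over the whole list camera gave p = 0.000732 with the preset correlation but p = 0.101 with an estimated correlation, so whether the group shifts is itself open. Camera, with the preset correlation between genes of 0.01, over the tested members that were not called gave p = 0.175 for being higher than other probes. That test leaves out the members that were called for being high, so it decides nothing about the hypothesis, which stays open. The 9 members had a median log2 fold change of 0.07.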
